A study of Homo sapiens with 6 samples. Its data were reported in "TRIB3 promotes MYC-associated lymphoma development through suppression of UBE3B-mediated MYC degradation" (2020).

How the data were processed

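RNA from 6 cultures was profiled: 3 were infected with a control adenovirus (Ad-CTRL) and 3 with an adenovirus that carries the ubiquitin ligase UBE3B (Ad-UBE3B). Per the labels and the study's methods, poly(A) RNA was made into libraries with the NEBNext Ultra kit and sequenced on an Illumina HiSeq instrument. The deposited tables hold 1 value per gene and library and name no unit. In single-exon genes, each value multiplied by the gene's length was a whole multiple of 1 constant per library in about 99.9% of cases, so the authors' values were read as RPKM, that is whole reads scaled by the gene length and by the library total. They would be FPKM if the authors counted read pairs. The aligner, the counting tool and the annotation release that the authors used are not stated for these tables, and no further normalization by them was visible in the values.

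Library totals were recovered from that constant, and gene lengths and reads per gene were then recovered from the deposited RPKM values of the 6 libraries together. This was checked on simulated tables of 27800 genes, in which every read count was recovered for 90.7% of the genes, for 99.1% of the 12067 simulated genes at tested levels, and with an error of 0 reads in the library totals. In the real tables, 29590 genes received a length, which is 100.0% of the detected genes after rounding. The listed genes accounted for 99.7% of each library's total. The recovered reads were used for depth, floors, the comparison of replicates and named alternatives, and the values tested were the deposited RPKM. Ensembl gene IDs, symbols and coordinates are those of the tables, which use the GRCh38 build. 33302 of the 33680 IDs were found in the GENCODE v44 reference annotation, and 19621 had the same start and end there. Intervals and floors cover counting error only, since PCR duplicates without molecular identifiers are not independent molecules.

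The design was written before the data were examined, as were the gene lists, the rule for naming genes and a first set of alternative settings. It called for a count-based quasi-likelihood test if the tables held counts, and for limma on log2 values if they held RPKM, FPKM or TPM only. Since the tables hold RPKM, limma was used. Values were transformed as log2(RPKM + 1), and the 12073 genes with a mean of at least 1 RPKM over the 6 libraries were fitted with limma's linear model and moderated with its empirical Bayes step with a mean-variance trend, without covariates. Adjusted p-values are Benjamini-Hochberg values over the tested genes, with a threshold of 0.05. Log2 fold changes are the libraries labelled Ad-UBE3B minus the Ad-CTRL libraries, on the log2(RPKM + 1) scale, with limma's standard error (SE). Values in RPKM are given as mean ± SD.

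The genes named in the text were fixed by rule: UBE3B, MYC, MAX, TRIB3, UBE3A, UBE3C and the genes that the study followed by qRT-PCR, whatever their result, and then up to 5 rises and 5 falls with the largest log2 fold change among genes with an adjusted p-value below 0.05, a mean of at least 1 RPKM, a symbol, and no overlap between the 3 Ad-CTRL and the 3 Ad-UBE3B values. The gene lists were written from general knowledge and were not compared with a database: 58 MYC targets after the smaller hallmark set, 25 proliferation genes, 20 genes of the integrated stress response, 25 interferon-induced genes, 7 qRT-PCR genes of the study, and 15 T cell and 14 B cell markers. The B cell list was written with 1 more marker, which is not reported here and was removed from the list after the data were seen, for a reason unrelated to its value. A list's score in a library is the mean log2(RPKM + 1) of its tested genes. Scores were compared with a two-sided exact permutation test over the 20 assignments of the 6 libraries, whose smallest p is 0.1, so this test cannot pass a threshold of 0.05. The p-values were adjusted over the 5 lists by the Benjamini-Hochberg method. Each list's mean log2 fold change was placed among 10000 random lists matched on mean expression in 20 bins. These lists do not keep the correlation between genes of a list. Their range can therefore be too narrow for genes that vary together. The enrichment score for MYC targets was the weighted running sum of gene set enrichment analysis, with weight 1, over genes ranked by signal-to-noise on RPKM (each SD at least 0.2 times its mean), and it was compared with the same random lists and with the 10 splits of the 6 libraries into 3 and 3.

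The titles give both groups the replicate numbers 1, 2 and 3, and the pairing examined here comes from those numbers. The paired fit adds the replicate number to the limma model as a block, and for lists it uses the mean of the 3 paired differences with an exact sign-flip test, whose smallest p is 0.25. GC content came from the longest GENCODE v44 transcript of each gene, for 11995 of the tested genes (99.4%), and length was the gene length recovered from the RPKM values. The correction for them removed, in each library, the lowess trend (span 0.3) of the deviation from the gene mean on GC content and then on log2 length. This correction, scaling by median-of-ratios size factors for single genes and the enrichment score, totals without mitochondrial reads, limma's voom on the recovered reads, a covariate for the libraries that differed in GC content, the replicate block for the enrichment score, log2 values for its signal-to-noise, and a pseudocount of 0.1 for the lists were added after the data were seen. The alternatives set in advance were no filter and each library left out in turn; for single genes and lists, the replicate block; for single genes, a pseudocount of 0.1 in place of 1, a filter on a mean of at least 10 recovered reads and an additional minimum absolute log2 fold change of 1; for the lists, the median over a list and median-of-ratios size factors; and, for the enrichment score, ranking by log2 fold change and weight 0.

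The fits were tested on simulated data. Reads were drawn for the real genes with 3 libraries per group, and 200 genes were drawn to change, of which those that passed the filter are counted here. With a change of 1 on the log2 scale, limma recovered 84.6% of 195 changed genes among 11924, and 6.78% of its 177 calls were false. With a change of 2 it recovered 99.5% of 190 changed genes among 11902, and 3.57% of its calls were false. With no change it made 1 call among 11946 genes. A bias linear in GC content was then added, with slopes set by hand to the signs seen in the libraries. With a change of 1 and this bias, limma recovered 55.4% of 195 changed genes among 11918 without the correction. With the correction it recovered 87.2%, and false calls were 5.26% without and 8.11% with it. A simulated list of 50 genes shifted by −0.2 had a mean log2 fold change of −0.19 and a percentile of 0. Computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Raw reads were not analysed here.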

Results

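RNA sequencing was performed on cells infected with a control adenovirus (Ad-CTRL, n = 3) or with an adenovirus that carries *UBE3B* (Ad-UBE3B, n = 3). UBE3B is a ubiquitin ligase of the HECT family, and the study examined whether it marks the transcription factor MYC for degradation and thereby lowers the expression of MYC target genes. The labels name the cells as Jurkat, a T cell leukaemia line, whereas the study's text describes Ad-UBE3B infection in Raji, a Burkitt lymphoma line of B cell origin. Expression was given in RPKM for 33680 genes, of which 29597 were above 0 in at least 1 library. Library totals recovered from the values were 16559190, 16510728 and 16506011 reads in Ad-CTRL replicates 1 to 3, and 16853785, 16588743 and 16326773 reads in Ad-UBE3B replicates 1 to 3. At this depth, 3 reads in a gene of 1 kb correspond to between 0.178 and 0.184 RPKM. Comparisons between the groups were made on the 12073 genes with a mean of at least 1 RPKM.

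Replicates of a group were distinct libraries. Over at least 11432 genes per pair, chi-square per gene between replicates ranged from 2.73 (Ad-CTRL 2 and 3) to 45.4 (Ad-UBE3B 2 and 3), where counting error alone would give about 1. Pearson's r of their log2 values across genes, which are not independent replicates, ranged from 0.958 to 0.987.

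The level of *UBE3B* in each library was examined first, because it checks the labels. *UBE3B* (ENSG00000151148, chromosome 12, 109477402 to 109536705, plus strand) stood at 3.37, 3.36 and 3.30 RPKM in Ad-CTRL replicates 1 to 3 and at 3.07, 3.12 and 2.83 RPKM in the libraries labelled Ad-UBE3B. These values rest on 575 to 695 reads per library. The means were 3.34 ± 0.0362 RPKM (SD, n = 3) in Ad-CTRL and 3.01 ± 0.158 RPKM (SD, n = 3) in the libraries labelled Ad-UBE3B. The log2 fold change was −0.12 (SE 0.0802), which did not pass the threshold in limma (adjusted p = 0.728). *UBE3B* mRNA was therefore not higher in any library labelled Ad-UBE3B than in any Ad-CTRL library. Because of this, the second group is called the libraries labelled Ad-UBE3B throughout, and every direction given here is relative to those labels. Leaving out single libraries moved the log2 fold change between −0.14 and −0.084, and the alternative that moved it most was limma's voom on the recovered reads, at −0.17.

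**Figure D1:**
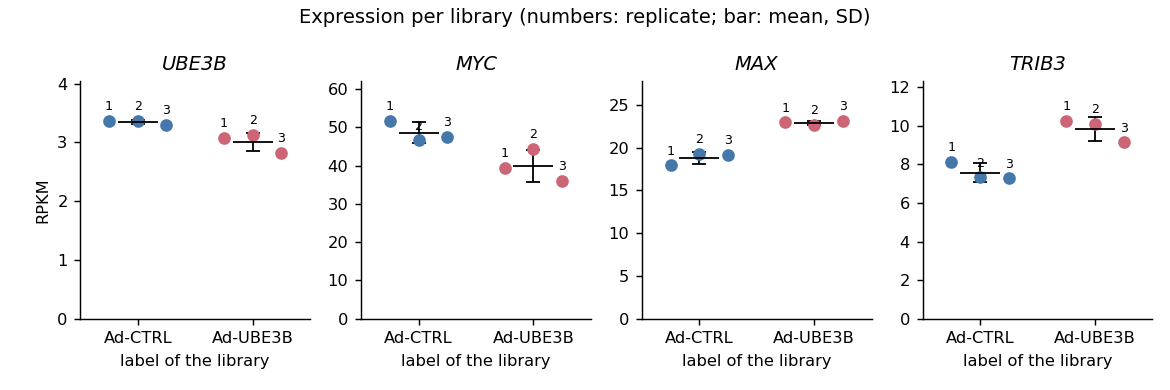
Expression of *UBE3B*, *MYC*, *MAX* and *TRIB3* in RPKM (vertical axes, from 0) by the label of the library; points are single libraries with their replicate number, and bars are the mean and SD of 3 libraries. *UBE3B* lies between 2.83 and 3.37 RPKM in all 6 libraries, with the 3 libraries labelled Ad-UBE3B lowest.

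Markers of the T and B cell lineages were compared because the labels and the study's text name lines of different lineage. The median of the 13 T cell markers listed was 0.0666 ± 0.0337 RPKM (SD, n = 6 libraries), and the median of the 14 B cell markers was 75.2 ± 3.44 RPKM (SD, n = 6). On the log2(RPKM + 1) scale the B cell median exceeded the T cell median by 6.16 ± 0.049 (SD, n = 6), with a range of 6.08 to 6.22 over the 6 libraries. Each of the 14 B cell markers reported here reached 1 RPKM in each library: *CD79A* had a mean of 249 RPKM, *MS4A1* 132 RPKM, *PAX5* 26.5 RPKM and *IGHM* 1237 RPKM. *CD3D*, *CD3E* and *CD3G*, which encode parts of the T cell receptor complex, had at most 3 reads in any library, and *BCL11B* and *GATA3* at most 1 read. 5 of the T cell markers reached 1 RPKM in each library, with means of 1.52 RPKM for *CD247*, 6.74 RPKM for *LCK*, 12.8 RPKM for *TRAC*, 12.8 RPKM for *CD28* and 40.9 RPKM for *TRBC2*. The T cell markers *CD2* and *CD7* were not analysed here. The mean over each list in place of the median gave a difference of 5.03.

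**Figure D2:**
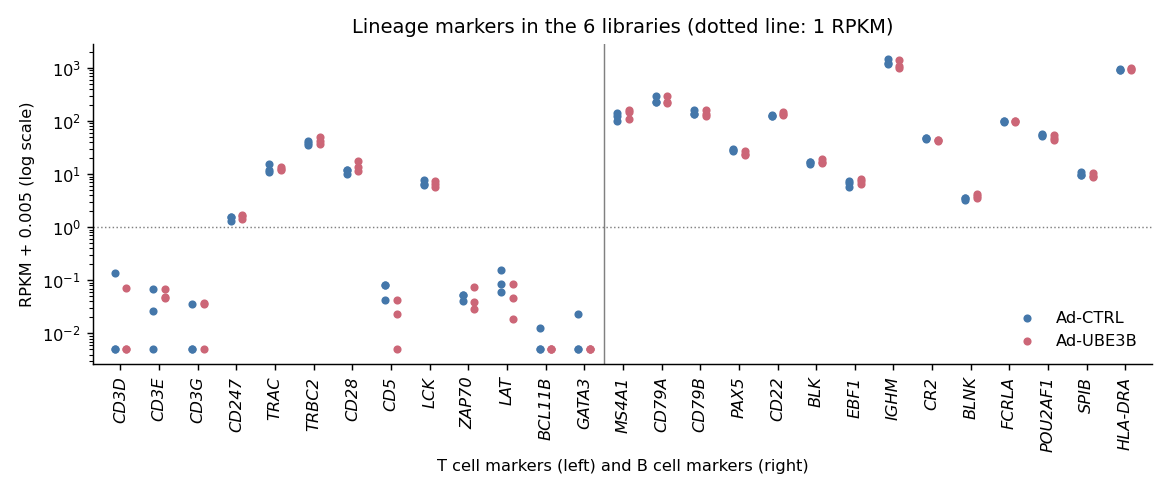
Expression of 13 T cell and 14 B cell markers (horizontal axis) in RPKM plus a constant of 0.005 on a log axis; each point is 1 library, coloured by its label. All 14 B cell markers lie above 1 RPKM (dotted line) in the 6 libraries, as do 5 of the T cell markers.

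The libraries also differed in a way that the labels do not explain. The first principal component of the log2 values carried 43.5% of the variance and set Ad-CTRL replicate 1 and Ad-UBE3B replicate 2 apart from the other 4 libraries. Its loadings followed GC content across genes (Spearman's rho −0.757, across 11995 genes, which are not independent replicates). The second component carried 23.3% and separated the groups. In single libraries, rho between GC content and a gene's deviation from its mean was 0.60, −0.44 and −0.26 in Ad-CTRL replicates 1 to 3, and −0.44, 0.71 and −0.60 in Ad-UBE3B replicates 1 to 3. Ad-CTRL replicate 1 and Ad-UBE3B replicate 2 were therefore treated as a technical batch of 1 library per group, against a batch of 2 libraries per group. The batches rest on the sign of rho only, and its size still differed within them. Within these batches the log2 difference of *UBE3B* was −0.084 in the first and −0.13 in the second, that of *MYC* was −0.22 and −0.32, and that of *TRIB3* was 0.28 and 0.37. Mitochondrial genes took 9.98%, 10.5% and 10.9% of the reads in Ad-CTRL replicates 1 to 3 and 9.49%, 9.41% and 8.84% in the libraries labelled Ad-UBE3B.

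**Figure D3:**
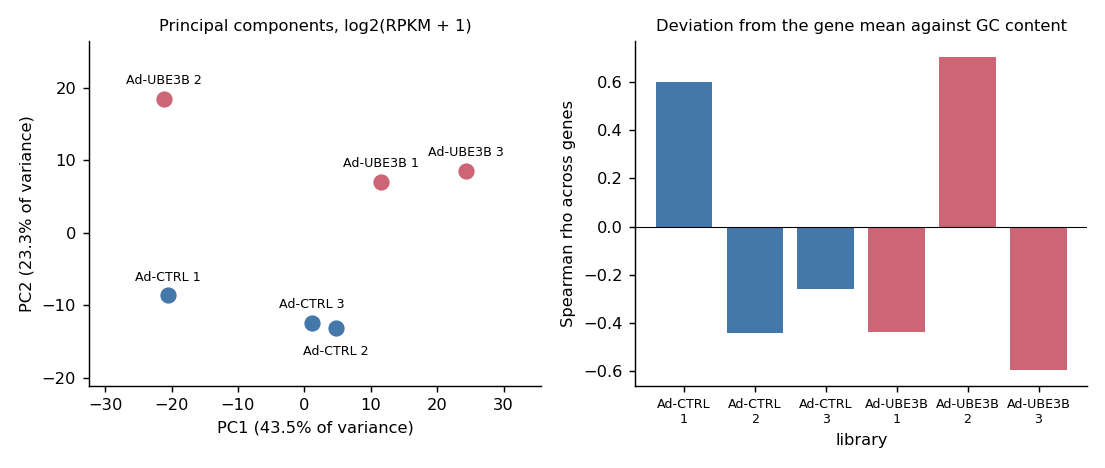
Left, the 6 libraries on the first and second principal components of log2(RPKM + 1), in component units; right, Spearman's rho across genes between GC content and the deviation from the gene mean, with 1 bar per library from 0. Ad-CTRL 1 and Ad-UBE3B 2 have rho values of 0.60 and 0.71 and lie together on the first component, and the other 4 libraries have negative values.

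The comparison of the groups asks which transcripts change upon Ad-UBE3B infection. In limma, 20 of the 12073 genes had an adjusted p-value below 0.05. All 20 were higher in the libraries labelled Ad-UBE3B and 0 were lower. At an unadjusted p below 0.05 there were 1136 genes, 710 higher and 426 lower. With the replicate number as a block, 0 genes passed (680 at an unadjusted p below 0.05), while the block leaves the log2 fold changes as they were. The correlation of deviations from the group means was −0.22, −0.34 and 0.20 for the same-numbered pairs 1 to 3 (mean −0.12, and −0.037 after the correction for GC content and length), and its mean over the 6 pairs with different numbers was 0.0676 (0.0191 after the correction). Deviations within a group sum to 0, so these means are tied to each other, and the check neither shows nor rules out a pairing by replicate number. The alternative that moved the count most was the correction for GC content and length, with 273 genes, 203 higher and 70 lower, which kept all 20. The corresponding paired fit gave 8 genes, all higher, and only 5 of the 20 passed in it; of the 5 genes named below it kept *TSC22D3* alone. The batch with positive GC trends held 1 library per group, too few for the test. The test was not run within the other batch, which held 2 per group. With the batch as a covariate, 239 genes passed.

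**Figure D4:**
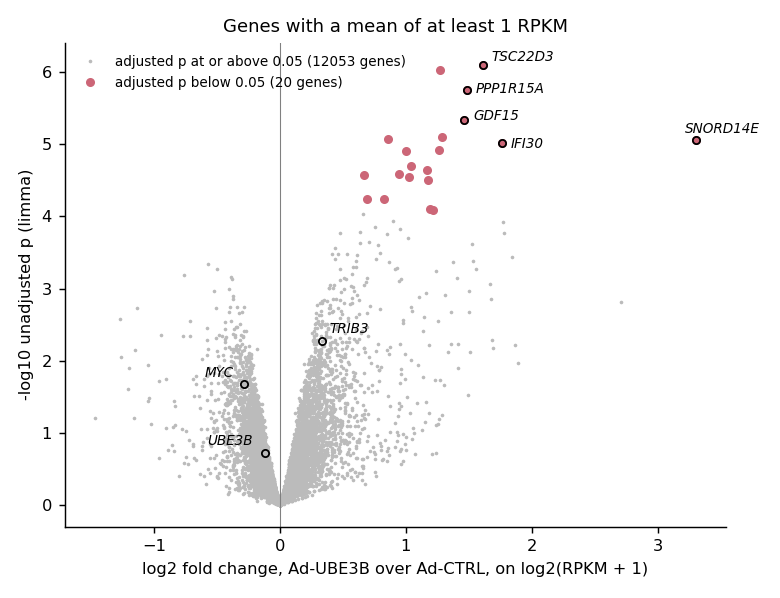
Log2 fold change of the libraries labelled Ad-UBE3B over Ad-CTRL (horizontal axis) against the −log10 unadjusted p of limma (vertical axis) for 12073 genes; coloured points are the 20 genes with an adjusted p below 0.05 and open circles mark named genes. All 20 coloured points lie to the right of 0, while *UBE3B* and *MYC* lie to the left among the genes that did not pass.

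*MYC* (ENSG00000136997, chromosome 8, 127735434 to 127741434, plus strand) stood at 51.7, 46.6 and 47.6 RPKM in Ad-CTRL and at 39.3, 44.3 and 36.0 RPKM in the libraries labelled Ad-UBE3B, with 1763 to 2571 reads per library. The means were 48.6 ± 2.74 and 39.8 ± 4.16 RPKM (SD, n = 3 each). The groups did not overlap, but the log2 fold change of −0.28 (SE 0.0947) did not pass in limma (adjusted p = 0.413). *TRIB3* (ENSG00000101255, chromosome 20, 362835 to 397559, plus strand) averaged 7.57 ± 0.480 RPKM in Ad-CTRL and 9.83 ± 0.610 RPKM in the libraries labelled Ad-UBE3B (SD, n = 3 each), a log2 fold change of 0.34 (SE 0.0831) that did not pass either (limma adjusted p = 0.287). *MAX*, which encodes the binding partner of MYC, had a log2 fold change of 0.28 (SE 0.0669, limma adjusted p = 0.286). With the replicate block, limma's adjusted p was 0.998 for *UBE3B*, 0.881 for *MYC* and 0.801 for *TRIB3*, with unchanged log2 fold changes of −0.12, −0.28 and 0.34. Of the related ligases, *UBE3A* changed by 0.037 (limma adjusted p = 0.980) and *UBE3C* by −0.18 (limma adjusted p = 0.468). The sign for *UBE3A* was not stable, since the correction for GC content and length gave −0.00063.

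Genes that the study followed by qRT-PCR as MYC targets were examined next. Of these genes, its primer list names *TFAP4*, *PLD6*, *CCNA1*, *CCND1* and *CCNE2*. *CCNA2* and *CCNE1* are not in that list and were added from its source data on MYC target mRNA levels. The log2 fold changes were −0.025 for *TFAP4*, −0.085 for *PLD6*, −0.12 for *CCNA2*, −0.25 for *CCNE1* and −0.23 for *CCNE2*, and none of these 5 passed in limma (adjusted p = 0.981, 0.934, 0.662, 0.556 and 0.738). The signs for *TFAP4* and *PLD6* changed when single libraries were left out, with ranges of −0.15 to 0.091 and −0.24 to 0.027. *CCNA1* with 2 to 11 reads per library and *CCND1* with 0 to 5 reads were below the filter, and a fall or a modest rise in them was not detectable at this depth.

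Among the 20 genes that passed, the 5 largest rises were named by the rule. Which rises are largest depends on the pseudocount of 1. With a pseudocount of 0.1, *AP001469.1* (1.91) and *NEU1* (1.59), also among the 20, rose more than *PPP1R15A* (1.55). *SNORD14E* (ENSG00000200879, chromosome 11, 123058077 to 123058161, minus strand) rose from 1.66 ± 1.09 to 23.9 ± 1.66 RPKM (SD, n = 3 each), with a log2 fold change of 3.30 (SE 0.274, limma adjusted p = 0.0144). This value rests on 1 to 4 reads per Ad-CTRL library and 31 to 36 reads per library labelled Ad-UBE3B in a gene of 85 nt. It lies in an intron of *HSPA8* on the same strand, and *HSPA8* itself changed by 0.018 (limma adjusted p = 0.967). *IFI30* (ENSG00000216490, chromosome 19, 18173162 to 18178117, plus strand) rose from 0.984 ± 0.324 to 5.68 ± 0.599 RPKM (log2 fold change 1.76, SE 0.148, limma adjusted p = 0.0144). *TSC22D3* (ENSG00000157514, chromosome X, 107713221 to 107777342, minus strand) rose from 10.3 ± 0.747 to 33.6 ± 2.91 RPKM (log2 fold change 1.61, SE 0.0922, limma adjusted p = 0.00569). *PPP1R15A* (ENSG00000087074, chromosome 19, 48872392 to 48876057, plus strand) rose from 11.9 ± 0.852 to 35.1 ± 3.45 RPKM (log2 fold change 1.49, SE 0.0959, limma adjusted p = 0.00698). *GDF15* (ENSG00000130513, chromosome 19, 18374731 to 18389176, plus strand) rose from 0.792 ± 0.164 to 3.94 ± 0.236 RPKM (log2 fold change 1.47, SE 0.110, limma adjusted p = 0.0138). In the paired fit with the replicate block, limma's adjusted p for these 5 genes ranged from 0.0954 to 0.108. No fall could be named, since 0 genes passed in that direction. The other 15 genes had log2 fold changes from 0.67 for *PIM1* to 1.29 for *DDIT3*, and included *NEU1*, *HES1*, *KLF6*, *DUSP10*, *KLK1*, *DNAJB1*, *LY9* and *UPP1*. The value of *HSPA1B*, which also passed, is uncertain because its sequence is nearly identical to that of *HSPA1A*, and reads could be split between them.

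Scores of gene lists were then compared, with 0.1 as the smallest p that the exact permutation test allows. MYC targets (55 of 58 tested) scored 4.35 ± 0.0590 in Ad-CTRL and 4.20 ± 0.0773 in the libraries labelled Ad-UBE3B (mean log2(RPKM + 1), SD, n = 3 each), with no overlap between the groups. The mean log2 fold change was −0.15, 50 of the 55 genes (90.9%) were lower, and 0 of the 55 passed singly in limma. *DDX18* passed with the GC and length correction, and *DDX18* and *NOP16* passed with the GC batch covariate. The two-sided exact permutation p was 0.1 (adjusted 0.125), and 0 of 10000 matched random lists had a mean as low (central 95% of random means, −0.042 to 0.055). The random lists do not keep the correlation between genes, so this position does not measure the spread between libraries. Within the batches of GC content the difference was −0.14 in the pair of libraries with high values and −0.16 in the other 4. The paired differences for replicates 1 to 3 were −0.24, −0.032 and −0.19, with a paired sign-flip p of 0.25 by exact enumeration, the smallest it allows. As for the gene counts, the pairing check (−0.12 for same-numbered and 0.0676 for other pairs) does not decide between the paired and the unpaired test.

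The integrated stress response is a program of translational control in which the transcription factors ATF4 and DDIT3 act, and the list excludes *TRIB3*. Its score (19 of 20 genes tested) was 4.20 ± 0.0589 in Ad-CTRL and 4.62 ± 0.0176 in the libraries labelled Ad-UBE3B (SD, n = 3 each). The mean log2 fold change was 0.41, 17 of the 19 genes were higher, and the groups did not overlap. The exact permutation p was 0.1 (adjusted 0.125), and the mean exceeded those of 100% of the random lists (central 95%, −0.075 to 0.096). As for MYC targets, the random lists do not keep the correlation between genes. The difference was 0.37 and 0.44 within the batches, and the paired sign-flip p was 0.25 (exact). *PPP1R15A* and *DDIT3* were the 2 members that passed singly in limma, and the median over the list was 0.31. With the GC and length correction, *ASNS*, *SLC3A2*, *HERPUD1*, *SESN2* and *ATF3* passed as well. With the GC batch covariate, these members and *ATF4* passed as well. Proliferation genes (25 of 25) changed by −0.074 (exact permutation p = 0.2, adjusted 0.2, percentile 2.29 of the random lists), with overlap between the groups, differences of −0.11 and −0.055 within the batches, and a paired sign-flip p of 0.5 (exact). Interferon-induced genes (11 of 25) changed by 0.095, without overlap (exact permutation p = 0.1, adjusted 0.125), at percentile 87.6 of the random lists, with differences of 0.070 and 0.11 within the batches and a paired sign-flip p of 0.25 (exact). The 5 tested qRT-PCR genes changed by −0.14, without overlap (exact permutation p = 0.1, adjusted 0.125, percentile 3.46), with differences of −0.051 and −0.19 within the batches and a paired sign-flip p of 0.25 (exact). The other members of the lists were below the filter or, for *MX1* and *RSAD2*, not analysed here.

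**Figure D5:**
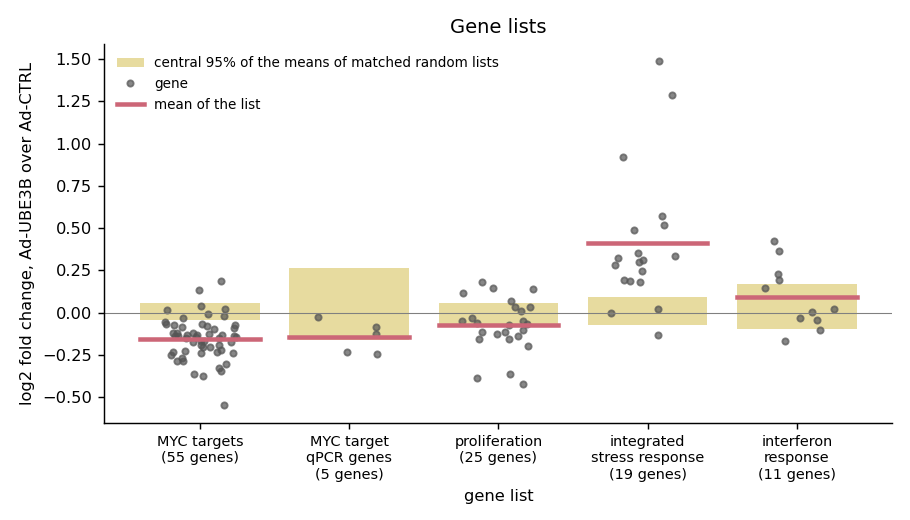
Log2 fold change of the libraries labelled Ad-UBE3B over Ad-CTRL (vertical axis) for the tested genes of 5 lists (horizontal axis); points are genes, lines are list means and bands hold the central 95% of the means of 10000 matched random lists. The means of MYC targets (−0.15) and of the integrated stress response (0.41) lie outside their bands, and that of proliferation genes (−0.074) lies just outside the lower end of its band (−0.072).

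The position of MYC targets among all genes was examined with an enrichment score over genes ranked by signal-to-noise on RPKM. For the 55 tested MYC targets the enrichment score was −0.629, towards genes lower in the libraries labelled Ad-UBE3B, and it was below every one of the scores of the 10000 matched random lists (central 95%, −0.317 to 0.370). Across the 10 splits of the 6 libraries into 3 and 3, the absolute score of the real split was the largest, and the other 9 ranged from 0.193 to 0.604. Scores as large as 0.604 from another split also lie outside the range of the random lists. A score outside that range therefore does not by itself show a difference between the groups. When genes were ranked by their mean paired difference over its SD (at least 0.2), as a form of the replicate block, the score was −0.65. The alternative that moved the score most was a weight of 0, at −0.51.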

Values the study reported

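The study ranked genes for its enrichment analysis of MYC targets in Ad-Ctrl (n = 3) and Ad-UBE3B (n = 3) samples, with a signal-to-noise measure.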

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

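The correction for GC content and length (alone or with the replicate block), the covariate for GC batch, totals without mitochondrial reads, voom, log2 values for signal-to-noise, the replicate block for the enrichment score and, for the lists, the pseudocount of 0.1 were chosen after seeing the data. So was median-of-ratios scaling for single genes and the enrichment score, while for the lists it was set in advance. Planned count-based alternatives (a count model with its size factors for single genes, and scaling by totals against a trimmed-mean scaling) were not run, because the values are RPKM already scaled by library totals. The test planned on a normalized column of the authors is the reported setting itself.

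*UBE3B*, *MYC* and *TRIB3* kept their direction and stayed above the threshold of limma's adjusted p under all 16 alternatives. Of these, the replicate block, the GC batch covariate and the changed filters leave a log2 fold change as it was, and test only the p-value. Their log2 fold changes ranged from −0.17 to −0.084, from −0.36 to −0.22 and from 0.31 to 0.38. The smallest adjusted p-values from limma were 0.268 for *UBE3B*, 0.0520 for *MYC* and 0.0544 for *TRIB3*, the latter 2 with the GC batch covariate. MYC targets (−0.20 to −0.12), proliferation genes (−0.095 to −0.037) and the qRT-PCR genes (−0.18 to −0.11) kept their direction under all 14 alternatives. The replicate block leaves a list's mean as it was. Their exact tests cannot pass a threshold of 0.05 under any setting. For proliferation genes the exact permutation p moved from 0.2 to 0.1 with median-of-ratios scaling, totals without mitochondrial reads or the GC and length correction, so the overlap between the groups depends on the setting. Their exact sign-flip p moved from 0.5 to 0.25 when that correction was added to the block.

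The count of genes was the least stable of the results reported. Against 20 genes, all higher, a filter on 10 recovered reads gave 34, all higher. Without a filter 12 were higher and 2 lower. The replicate block gave 0 (680 at an unadjusted p below 0.05), and 8, all higher, with the GC and length correction (1935 unadjusted), of which 5 were among the 20. That correction alone gave 273 (203 higher, 70 lower), and the GC batch covariate gave 239 (185 higher, 54 lower). The 6 fits that each left out 1 library gave from 0 to 20 genes, from 0 to 20 higher and 0 lower, with 734 to 2254 at an unadjusted p below 0.05. Of the 20 genes, between 0 and 14 still passed in those fits. All 20 genes kept their direction under each of the 16 alternatives, although the block, the batch covariate and the changed filters cannot alter it. In simulated data with a GC bias, the correction raised recovery of genes changed by 1 from 55.4% to 87.2%. It also raised false calls from 5.26% to 8.11%. The simulated bias was linear in GC content, a trend that the correction is built to remove. This gain therefore does not show why the real count was larger. The cause of the other differences was not tested.

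The integrated stress response moved to 0.46 with a pseudocount of 0.1 and to 0.31 with the median over the list, and interferon-induced genes moved to 0.12 and 0.021 under the same alternatives. The enrichment score of MYC targets moved to −0.67 when ranked by log2 fold change, −0.51 with weight 0, −0.52 without a filter, −0.57 with log2 values for signal-to-noise, and from −0.68 to −0.58 with 1 library left out. The lineage difference moved to 5.03 with means over the lists. All of these kept their sign, and the cause was not tested.

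Across the 13 other genes named by the rule and 16 alternatives, 173 of 208 values stayed on the same side, 26 were weaker, 1 was stronger and 8 were reversed. The weaker ones were the 5 named rises, which kept their direction throughout. The stronger one was *MAX* with the GC batch covariate (limma adjusted p = 0.0411). The reversed ones were *UBE3A* (from −0.079 to 0.21 with 1 library left out, and −0.00063 with the GC and length correction, with or without the block), *TFAP4* (from −0.15 to 0.091) and *PLD6* (from −0.24 to 0.027). None of these 3 genes passed limma's threshold under any alternative, and the cause was not tested. No scaling alternative moved the median of all genes by more than 0.022 in size on the log2 scale. Depth limits the rise of *SNORD14E*, which rests on 1 to 4 reads per Ad-CTRL library, and it leaves a fall or a modest rise in *CCNA1* and *CCND1*, both below the filter, not detectable.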

Other observations

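The comparisons with other splits of the libraries were written in advance. Every other test in this part was chosen or changed only after the result was seen. Directions are relative to the labels, since *UBE3B* was not higher in the libraries labelled Ad-UBE3B.

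The lineage markers pointed to B cells, while the labels name a T cell line. The B cell list was above the T cell list in 6 of 6 libraries, and *CD3D*, *CD3E* and *CD3G* had at most 3 reads in any library, which speaks against a mixture with T cells that express the receptor complex. A mislabelled sample set is a candidate explanation, since a mislabelled sample would carry markers of another lineage: the pattern, seen in 6 of 6 libraries, is consistent with the Raji cells that the study's text describes for this infection. Other B cell lines were not tested. *TRAC*, *TRBC2*, *CD28*, *LCK* and *CD247* were expressed as well, and no explanation for them was tested. No biological explanation was tested for the lineage pattern, because the design has no groups by lineage.

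*UBE3B* mRNA was not higher in the libraries labelled Ad-UBE3B. If single libraries had been exchanged between the groups, 1 or more of the 6 would hold a raised level, but the highest value was 1.19 times the lowest. Counting error does not hide an overexpression: the upper end of the 95% Poisson interval of the lowest library's read count was 1.09 times that count, so a change by a factor of 2 would have been seen. An exchange between the groups or a lack of depth is therefore unlikely to account for the missing rise (1.19 and 1.09). An insert whose codons or transcript the authors' annotation would not count under *UBE3B* was not tested, because raw reads were not analysed here. None of the differences between the groups can be attributed to *UBE3B* from these values.

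The 20 genes that passed in limma were tested against technical explanations. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, only the real one gave as many genes, that is 1 of 4. The other 6 of the 10 splits part 1 pair each, and among all 9 other splits the largest count was 1. With so few splits the share cannot fall below 0.05, so this test cannot decide whether the pattern is a chance arrangement of the libraries. 3 of the splits that keep Ad-CTRL 1 and Ad-UBE3B 2 together gave more genes at an unadjusted p below 0.05 (1378, 2467 and 1229) than the real split (1136), with 0 genes past the adjusted threshold. After the GC and length correction the real split had the most of all 10 (2518, against at most 1017). It then had 273 genes past the adjusted threshold, against 0 in each other split. All 20 genes still passed after that correction. Their log2 fold changes ran from 0.67 to 3.30 before it and from 0.70 to 3.17 after it. Each group also holds 1 library with a positive GC trend. These values argue against a trend with GC content or length as the cause of the 20 rises. 18 of 20 passed with mitochondrial reads left out of the totals. Library totals overlapped between the groups, with a ratio of 1.03 between the largest and the smallest.

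The low position of MYC targets was tested in the same way. The absolute enrichment score was as large in 1 of the 4 splits that part all same-numbered pairs, the real one. It was as large in 1 of all 10 splits, the next being 0.604. With so few splits, this test cannot decide here either whether the low position is a chance arrangement of the libraries. After the GC and length correction the score was −0.61 and the mean log2 fold change of the list −0.14. Before it they were −0.629 and −0.15. Within the batches of GC content, which each hold libraries of both groups, the difference of the list was −0.14 and −0.16. The strength of the GC trend still differed within these batches. The values after the correction argue against a trend with GC content or length as the cause of the lower list mean. *MYC* mRNA itself was lower in the libraries labelled Ad-UBE3B, and the 3 libraries with the lowest *MYC* also held the 3 lowest scores of the other 54 genes. The ranks were equal in 6 of 6 libraries before the correction and in 4 of 6 after it. Within each label, the library with the positive GC trend was highest in both measures, so part of the equal order follows that batch. With 3 libraries per group, a lower *MYC* transcript level cannot be told apart from any other difference between the groups, and MYC protein was not measured here. Neither measure overlapped between the groups, so the 3 shared libraries restate the group difference. A link between the lower expression of MYC targets and the lower *MYC* mRNA therefore remains a hypothesis.

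Integrated stress response genes were higher in the libraries labelled Ad-UBE3B. The mean log2 fold change was 0.41 before and 0.43 after the GC and length correction. Within the batches of GC content, whose libraries still differ in the strength of the GC trend, it was 0.37 and 0.44. The value after the correction argues against a trend with GC content or length as the cause of the higher list mean. A larger viral load was examined through interferon-induced genes, whose mean lay at percentile 87.6 of the matched random lists, inside their central range, although the scores of the groups did not overlap. The interferon list leaves out *IFI30*, a gene named as interferon-inducible, whose log2 fold change was 1.76 (limma adjusted p = 0.0144). Only 11 of the 25 interferon genes were tested, and adenoviral transcripts were not analysed here. This test is therefore indirect and does not rule out a larger viral load. General protein folding stress was examined because *DNAJB1* and *HSPA1B* were among the 20 genes. A list of 20 cytosolic heat shock genes, written after that was seen and with 15 genes tested, had a mean log2 fold change of −0.0055, at percentile 51.9, with an exact permutation p of 1. That list leaves out *DNAJB1*, *HSPA1B* and *HSPA1A*, whose log2 fold changes were 0.86, 1.19 and 0.85 (limma adjusted p = 0.0144, 0.0495 and 0.0722), and its members *HSPB1* and *BAG3* were below the filter. It therefore says little about a rise confined to inducible chaperones, and protein folding stress (51.9) is not ruled out by it. Differences in cell density, nutrients or time of harvest were not tested and could raise the same genes, and an effect of the infection itself cannot be told apart from them.

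*SNORD14E*, *MIR3153* and *DNAJC19P5*, which passed in limma, lie in introns of longer genes on the same strand. *AP001469.1* and *AC005104.1*, which also passed, and *PLD6*, which did not, overlap exons of longer genes on the opposite strand. The origin of the reads in these overlaps was not tested. Reads from unspliced transcripts were examined over 1349 genes under 150 nt that lie inside a gene of at least 1000 nt. Scaled by library totals, they took 193, 215 and 223 CPM in Ad-CTRL replicates 1 to 3 and 253, 225 and 277 in the libraries labelled Ad-UBE3B, a ratio of group means of 1.19 (exact permutation p = 0.1, the smallest possible). The share moved with GC content as well, since within each label it was lowest in the library with the positive GC trend. In the pair of libraries with positive trends it went from 193 to 225, and in the other 4 from 215 and 223 to 253 and 277. *DNAJC19P5* has 316 nt and is outside this test. A higher share of intronic reads in the libraries labelled Ad-UBE3B may contribute to the rises of *SNORD14E* and *MIR3153* (1.19), but that ratio is far smaller than the rise of *SNORD14E*, which was 3.30 on the log2 scale, and the test cannot separate the explanations.

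The position of Ad-CTRL replicate 1 and Ad-UBE3B replicate 2 apart from the other 4 libraries went with GC content. The absolute rho between GC content and the loadings of the first component was 0.757 across genes. After the correction these 2 libraries no longer lay together on the first component, which then separated the groups. This is consistent with a difference in library preparation or sequencing between these libraries (0.757), for which the labels give no batch. No biological explanation was tested for it.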
